A study of Homo sapiens with 6 samples.

How the data were processed

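RNA was measured in Ovcar8 cells, an established line of high-grade serous ovarian cancer, in 6 samples: 3 untreated controls and 3 samples kept in 10 mM sodium acetate for 72 h. Per the labels' protocols, total RNA was extracted with Trizol and a column with a DNase step, libraries were made with the NEBNext Ultra II kit, and sequencing was run on an Illumina NovaSeq. Group and replicate number were taken from the sample titles, and each column of the tables was assigned to a sample by the group and number in its name.

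The authors deposited a table of counts per gene and a table of FPKM values per gene, with the unit given in the column names per the file headers. The aligner, the counting tool, the genome build and whether the counting used strand are not stated. The deposited counts are whole numbers with totals from 14956762 to 21670595 per library and were used as deposited. All 58735 gene IDs, with their chromosome, start, end and strand, matched GENCODE release 29 on GRCh38, which was therefore used for gene types, overlaps and GC content. In 27 rows the deposited tables give a calendar date in place of a symbol, as spreadsheet software makes of some gene names, and the symbols were restored by gene ID. The deposited FPKM values equal the count divided by the table's gene length and by 1 divisor per library, checked on genes with at least 20 counts. That divisor is 72.9 to 99.4% of the library's total count and its origin is not stated. Relative to TMM normalisation, it moves all genes towards acetate by 0.15 on the log2 scale, so that a fold change from FPKM has to be read against that shift. Using library totals alone moves all genes by 0.10 in the same direction.

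The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) on the counts of all 6 libraries, with the group as the sole term, TMM factors, the filterByExpr filter, robust dispersion and Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. Expression is given as CPM, the count scaled by the TMM-adjusted library size, with the mean and standard deviation (SD) of 3 libraries. Each log2 fold change is the fitted one, and its standard error (SE) is its size divided by the square root of the F statistic. Log2 CPM values used a prior count of 2. Gene sets were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with adjustment over 12 sets. A list of 21 single genes was tested in the same gene-wise fit and adjusted both over all genes and over the list alone. The lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined.

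The genes named one by one are those of the fixed list plus, in each direction, the 5 with the largest fitted change among genes with an adjusted p under 0.05, a mean of at least 50 counts in the higher group, no overlap between the groups' log2 CPM values, and a gene symbol. The rule did not say whether an identifier built on a sequencing clone counts as a symbol. Such names were left out, a reading settled after the values were seen. Under the other reading 1 gene, AC123912.4, would have entered, and its values are given in the report. Members of gene sets that are named were picked after their values were seen.

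Alternatives were DESeq2 size factors in the edgeR fit, library totals alone, the DESeq2 Wald test (DESeq2 1.42.0), no filter beyond 1 count in any library, a mean of at least 5 CPM, the replicate number as a block, a per-library loess correction (span 0.5) for gene length with and without that block, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), a minimum mean FPKM of 1, protein-coding genes alone, tests against fold changes of 1.2 and 1.5, fry and an estimated correlation for the sets, and leaving out each library in turn. Corrections for GC content, with and without the block, and for GC content and length together were added after the data were seen. DESeq2 reported an adjusted p for each of the 14740 genes tested.

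The scripts were tested on simulated counts drawn from the real means, dispersions and library sizes. With 200 genes changed 2-fold, drawn from genes with a mean of at least 50 counts, the edgeR fit recovered 75% with 13 false calls. Recovery for genes with fewer counts was not simulated. With no gene changed the fit made 0 calls. With 1 of 12 sets shifted, camera called that set and 0 others. The simulated genes were drawn independently of one another. The check thus cannot show how often camera calls real sets whose genes vary together. When a GC trend was put into the acetate libraries, the uncorrected fit made 559 false calls and the corrected fit 10. For a length trend these were 447 and 9. Each simulated trend was the same straight line in all 3 acetate libraries. The real GC trends differed, with rank correlations of 0.448, -0.167 and -0.142 in acetate replicates 1 to 3, so the simulation covers a simpler bias.

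Before averaging, libraries of a group were compared by a chi-square test of their counts over genes with at least 10 counts. The smallest chi-square per degree of freedom was 7.56, between control replicates 2 and 3. No pair thus agreed within sampling noise, as a library deposited more than once would. The test sets libraries against counting noise alone, so it does not show that the cultures were independent. That each library counted as 1 replicate rests on the sample labels. Because counting could split reads between paralogs, and strand use is not stated, genes with near-identical copies or with a gene on the opposite strand are uncertain.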

Results

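Transcript levels were compared between Ovcar8 cells kept for 72 h in medium with 10 mM sodium acetate and untreated Ovcar8 cells, with 3 libraries in each group. Ovcar8 is a line derived from a high-grade serous ovarian carcinoma, and acetate is a short-chain fatty acid that cells can turn into acetyl-CoA. The control libraries held 16033964, 14956762 and 21670595 counts in replicates 1 to 3, and the acetate libraries 20540041, 18711784 and 15959055. Between 17978 and 21663 genes had at least 1 count in a library, and the 10 most abundant genes took 6.95 to 9.10% of the counts.

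In a principal component analysis of log2 CPM, the first component held 47.2% of the variance and separated the groups, with the 3 controls between -43.2 and -34.4 and the 3 acetate libraries between 31.7 and 42.3. The second component held 24.3% and set control replicate 1, at 49.8, apart from control replicates 2 and 3, at -24.9 and -30.1. Pearson correlations of log2 CPM, computed across genes, were 0.989 between control replicates 2 and 3 and 0.972 between control replicate 1 and control replicate 2. Within the acetate group they ran from 0.976 to 0.979. The common biological coefficient of variation was 20.7%.

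The title of the study names acetate and quiescence in ovarian cancer, and the design holds a single comparison, acetate against control. Of 14740 genes tested with edgeR's quasi-likelihood test, 2029 had a Benjamini-Hochberg adjusted p under 0.05, of which 1159 were higher and 870 lower after acetate. Among these, 734 were at least 2-fold higher and 211 at least 2-fold lower. Over all genes tested, the median log2 change was 0.173 in the decile of lowest mean log2 CPM and -0.085 in the highest. No fit or set test corrected for this trend with expression. The groups did not overlap in 4717 of the genes tested, or 32%, where chance gives 10% for 3 libraries against 3. The count of changed genes moved most, to 406, when the test was made against a fold change of 1.5. It also depended on single libraries, with 3147 genes in the fit without control replicate 1, 940 without acetate replicate 1 and 976 without control replicate 2. The balance of directions depended on the scaling: 57.1% of the changed genes were higher after acetate with TMM factors, 74.9% with library totals alone and 81.2% in limma-trend on log2(FPKM + 1). Relative to TMM, the FPKM divisors shifted all genes by 0.15 on the log2 scale towards acetate, and fold changes are given here relative to TMM.

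**Figure D1:**
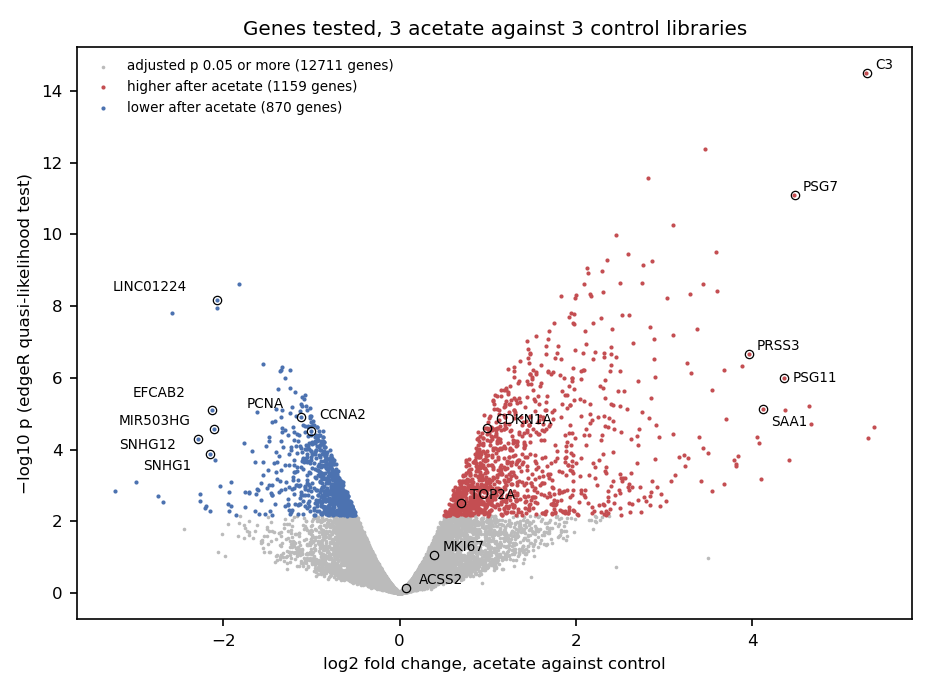
Each point is 1 of 14740 genes, with the fitted log2 fold change of acetate against control on the x axis and −log10 of the unadjusted p of edgeR's quasi-likelihood test on the y axis; red and blue points have an adjusted p under 0.05 (1159 higher, 870 lower). Circled genes are named in the text. Among genes picked by the naming rule, the rises reach further from 0 than the falls, with C3 at 5.30 and SNHG12 at -2.29 on the log2 scale. AC123912.4, left out of that ranking for its clone-based name, changed by -2.58.

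The largest rises among well-counted genes were those of C3, PSG7, PSG11, SAA1 and PRSS3. C3 (ENSG00000125730, complement component 3, GRCh38 chromosome 19, 6677704 to 6730562, minus strand, protein-coding) went from 2.41 ± 0.656 CPM in controls to 94.7 ± 14.8 CPM after acetate (SD, n = 3 each). Its log2 fold change was 5.30 ± 0.24 (SE), with an edgeR adjusted p of 4.66e-11. It overlaps GPR108 on the same strand, and GPR108 itself changed by 0.40 with an adjusted p of 0.190. PSG7 (ENSG00000221878, chromosome 19, 42924132 to 42937178, minus strand) rose from 1.27 ± 0.708 to 29.1 ± 0.722 CPM, a log2 change of 4.48 ± 0.31 (SE) with an edgeR adjusted p of 2.98e-08. PSG11 (ENSG00000243130, chromosome 19, 43007656 to 43026512, minus strand) rose from 0.131 ± 0.114 to 2.93 ± 0.671 CPM, by 4.36 ± 0.62 on the log2 scale. PSG7 and PSG11 belong to a family of closely similar pregnancy-specific glycoprotein genes, so the division of reads between its members is uncertain. SAA1 (ENSG00000173432, serum amyloid A1, chromosome 11, 18266174 to 18269977, plus strand) rose from 0.171 ± 0.223 to 2.91 ± 1.06 CPM, and PRSS3 (ENSG00000010438, a trypsinogen gene, chromosome 9, 33750466 to 33799231, plus strand) from 0.309 ± 0.288 to 4.54 ± 0.604 CPM. Their log2 fold changes were 4.12 ± 0.68 and 3.96 ± 0.51 (SE), with edgeR adjusted p of 5.44e-04 and 4.85e-05. Both have close paralogs with which reads may be shared, and their control levels rest on few counts. The control level of PSG11 does too, with 3, 0 and 4 counts in replicates 1 to 3. Its log2 change was 0.73 in limma-trend on log2(FPKM + 1) and 2.65 on log2(FPKM + 0.1), past the threshold in both. Across the fits that each left out one library, the log2 change of SAA1 ran from 3.62 to 5.60 and that of PRSS3 from 3.43 to 4.99, with both highest without control replicate 1. Those of C3, PSG7 and PSG11 ran from 5.18 to 5.54, from 4.14 to 4.83 and from 3.89 to 4.73.

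The largest falls were those of SNHG12, SNHG1, EFCAB2, MIR503HG and LINC01224, of which EFCAB2 alone is protein-coding. SNHG12 (ENSG00000197989, chromosome 1, 28578538 to 28583132, minus strand, a host gene of small nucleolar RNAs) had 4.16, 19.2 and 18.1 CPM in control replicates 1 to 3 and 2.83 ± 0.386 CPM after acetate. Its log2 fold change was -2.29 ± 0.42 (SE), with an edgeR adjusted p of 0.00195; it lies opposite TRNAU1AP, and without knowledge of the strand used in counting its level is uncertain. SNHG1 (ENSG00000255717, chromosome 11, 62851988 to 62855914, minus strand) had 20.9, 70.9 and 72.2 CPM in the controls and 12.3 ± 0.704 CPM after acetate, a log2 change of -2.15 ± 0.38 (SE). MIR503HG (ENSG00000223749, chromosome X, 134543337 to 134546632, minus strand, a long non-coding RNA) had 11.3, 38.1 and 39.8 CPM in the controls and 6.93 ± 0.731 CPM after acetate, a log2 change of -2.10 ± 0.35 (SE). In these 3 genes control replicate 1 lay closer to the acetate libraries than to the other controls, and without it the log2 changes were -2.71, -2.54 and -2.49. SNHG12 was not past the threshold (adjusted p 0.0756) in limma-trend on log2(FPKM + 1) with a minimum mean FPKM of 1. SNHG1 lost its call (adjusted p 0.0582) in the fit without acetate replicate 2. EFCAB2 (ENSG00000203666, chromosome 1, 244969705 to 245127164, plus strand) fell from 4.46 ± 0.394 to 1.02 ± 0.237 CPM, and LINC01224 (ENSG00000269416, chromosome 19, 23399233 to 23416075, minus strand, a long non-coding RNA) from 28.98 ± 3.28 to 6.88 ± 1.13 CPM. Their log2 changes were -2.13 ± 0.35 and -2.07 ± 0.21 (SE), with edgeR adjusted p of 5.58e-04 and 3.34e-06. EFCAB2 has genes on the opposite strand. AC123912.4 (ENSG00000268555, chromosome 19, 21570822 to 21587322, minus strand), a long non-coding RNA known by a clone-based name and left out of the ranking for that reason after its values were seen, fell further, from 13.5 ± 2.23 to 2.27 ± 0.665 CPM, a log2 change of -2.58 ± 0.28 (SE) with an edgeR adjusted p of 7.20e-06.

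A list of 21 genes on acetate use, quiescence and proliferation was fixed in advance. All 21 were tested, and 4 had an edgeR adjusted p under 0.05 over all genes, 2 higher and 2 lower; 5 did so adjusted over the list alone, 3 higher and 2 lower. Over all genes the count ran from 3 to 7 in the fits that each left out one library, with 7 in the fit without control replicate 1. The cyclin-dependent kinase inhibitor CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339) rose from 57.6 ± 10.3 to 115 ± 14.7 CPM (SD, n = 3), by 1.00 ± 0.18 (SE) on the log2 scale with an edgeR adjusted p of 0.00126. Cyclin A2, CCNA2 (ENSG00000145386, chromosome 4, 121816444 to 121823933), fell from 71.0 ± 9.06 to 35.5 ± 6.87 CPM, a log2 change of -1.0 ± 0.18 (SE) with an edgeR adjusted p of 0.00142. PCNA (ENSG00000132646, chromosome 20, 5114953 to 5126626), the sliding clamp of DNA polymerases, fell from 177 ± 42.0 to 81.7 ± 4.44 CPM, a log2 change of -1.12 ± 0.19 (SE) with an edgeR adjusted p of 7.61e-04. CDKN1A and CCNA2 each overlap a gene on the opposite strand. Topoisomerase 2A, TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950), a proliferation gene, went the other way, from 32.3 ± 5.96 to 52.4 ± 15.5 CPM, with a log2 change of 0.70 ± 0.21 (SE) and an edgeR adjusted p of 0.0304. The TOP2A call did not hold in 4 of the 6 fits that left out one library, including 0.176 without acetate replicate 2, nor under correction for GC content, where the adjusted p was 0.0884. MYC rose from 193 ± 12.3 to 272 ± 14.7 CPM, with an edgeR adjusted p of 0.0637 over all genes and 0.0426 adjusted over the list alone.

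In the edgeR fit of all 6 libraries with no correction, no difference past the threshold was found for the other genes of the list. The acetyl-CoA synthetases ACSS1 and ACSS2 changed by -0.37 ± 0.25 and 0.08 ± 0.20 on the log2 scale (SE), ACLY by -0.23 ± 0.18 and the monocarboxylate transporter gene SLC16A1 by 0.15 ± 0.17. Among genes linked to quiescence, NFATC4 changed by -0.24 ± 0.19, RCAN1 by -0.47 ± 0.24, CDKN1B by -0.21 ± 0.18, CDKN1C by 0.48 ± 0.20 and RBL2 by 0.12 ± 0.20. In the fit without control replicate 1, RCAN1 (log2 change -0.67, edgeR adjusted p 0.0311) and CDKN1C (0.61, adjusted p 0.0371) passed the threshold, as did MYC (0.53, adjusted p 0.0245). FST had at most 0.905 CPM in a control and 1.85 CPM in an acetate library, and its change of 1.31 ± 0.69 was not distinguishable from 0 at this depth (edgeR adjusted p 0.221). MKI67, the gene of the Ki-67 proliferation marker, went from 66.7 ± 16.8 to 87.6 ± 24.7 CPM, a log2 change of 0.39 ± 0.22 with an edgeR adjusted p of 0.246. The remaining proliferation genes CCNB1, CCND1, CCNE1, MCM2 and E2F1 changed by -0.41, -0.10, -0.20, -0.22 and -0.44, with edgeR adjusted p from 0.144 to 0.780. E2F1 passed the threshold with the GC correction (adjusted p 0.00805), and NFATC4 with the GC and length corrections together (0.0417). Across the fits that each left out one library, FST ran from 0.78 without control replicate 1 to 2.08 without control replicate 3. MCM2 ran from -0.35 without control replicate 3 to -2.03e-05 without control replicate 1. E2F1 ran from -0.60 to -0.25, NFATC4 from -0.41 to -0.11 and MKI67 from 0.20 to 0.60. ACSS1 ran from -0.60 to -0.26, SLC16A1 from 0.07 to 0.25, CDKN1B from -0.28 to -0.13 and CCNE1 from -0.32 to -0.08. None of these genes passed the threshold in any of those fits.

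**Figure D2:**
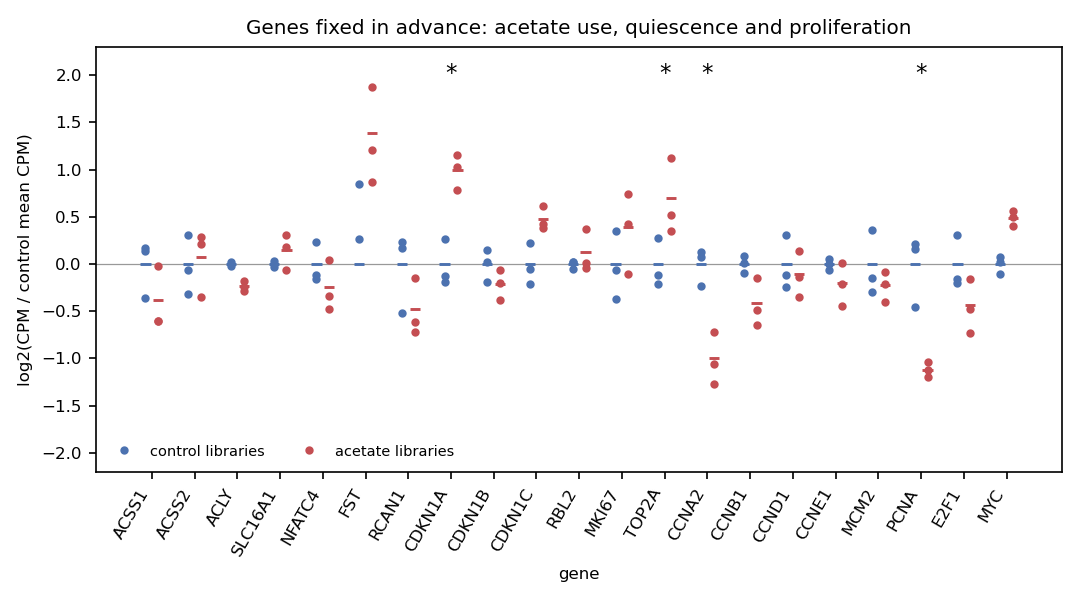
For each of the 21 genes fixed in advance, points give each library's CPM divided by the control mean on a log2 scale (y axis), blue for the 3 controls and red for the 3 acetate libraries, short bars mark the group means, and an asterisk marks an adjusted p under 0.05. CDKN1A and TOP2A lie higher and CCNA2 and PCNA lower after acetate; control replicate 1 had 0 counts of FST and has no point there.

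Gene sets fixed in advance asked whether expression of whole programmes moved. Of 12 sets, 6 had a camera adjusted p under 0.05: the ATF4 stress response (adjusted p 9.46e-10, lower), the interferon response (1.12e-07, higher), S phase (2.07e-07, lower), oxidative phosphorylation (3.51e-05, lower), cholesterol synthesis (1.05e-04, lower) and G2/M phase (0.00456, lower). The 9 other ways to split the 6 libraries into 3 and 3 gave 2 to 7 sets at the same preset correlation, with 0 changed genes each. Each of them mixes 2 libraries of one group with 1 of the other and so keeps part of any group difference. As the count reached 7 against 6 in the real split, the number of sets called does not set the real grouping apart. Under fry, which tests a set by itself, S phase, cholesterol synthesis, the ATF4 stress response and the interferon response held, G2/M phase (0.0825) and oxidative phosphorylation (0.103) did not, and the osmotic response (0.00423) and p53 targets (0.0183) were added. With a correlation estimated from the residuals, the ATF4 stress response (0.0209) and the interferon response (0.0317) held and the other 4 did not, with adjusted p of 0.0874 to 0.403. The quiescence-associated set was not past the threshold (camera adjusted p 0.132, median log2 change 0.12), and acetate replicate 2, at 0.34, stood above the other acetate libraries, at 0.05 and -0.06.

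The ATF4 stress response set had a median log2 change of -0.67 over 32 genes, of which 29 were lower and 18 lower with an edgeR adjusted p under 0.05, or 20 lower and 1 higher adjusted over the list alone. ATF4 itself changed by -1.11 ± 0.18 (SE) and CHAC1 by -1.48 ± 0.28. The interferon response set had a median of 0.61 over 33 genes, of which 28 were higher and 13 past the threshold, or 17 adjusted over the list alone; PSMB9 changed by 2.09 ± 0.29 and ISG20 by 1.32 ± 0.21. S phase had a median of -0.41 over 42 genes, with 15 lower and 1 higher past the threshold (17 lower and 1 higher adjusted over the list alone). In cholesterol synthesis, 22 of 25 genes were lower, 4 of them past the threshold and 9 adjusted over the list alone. Its largest fall was that of ACAT2, at -1.82 ± 0.17. Oxidative phosphorylation had 48 of 54 genes lower and 8 past the threshold, or 9 adjusted over the list alone. Its median relative to the control mean was -0.32, -0.53 and -0.07 in acetate replicates 1 to 3. In control replicates 1 to 3 it was 0.16, -0.05 and -0.12, so acetate replicate 3 lay within the range of the controls. The camera adjusted p of this set ran from 5.27e-08 without acetate replicate 3 to 0.00583 without acetate replicate 2. G2/M phase was mixed, with 34 of 54 genes lower and 20 higher, 18 and 3 of them past the threshold, or 19 and 7 adjusted over the list alone. In that set CDCA3 changed by -1.11 ± 0.17 and CENPE by 1.51 ± 0.42, and across its genes the changes were related to gene length and GC content.

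**Figure D3:**
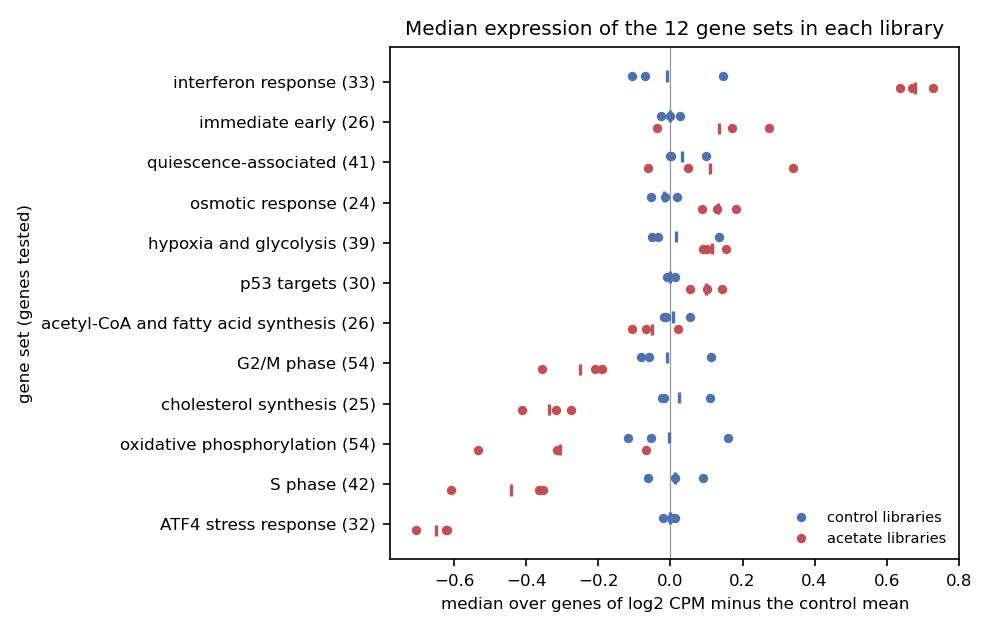
For each of 12 gene sets, points give the median over its genes of log2 CPM minus the control mean (x axis) in each library, blue for the 3 controls and red for the 3 acetate libraries, vertical bars mark the mean of 3 libraries, and the number of genes tested is in parentheses. The 3 acetate libraries lie above the 3 controls for the interferon response, at 0.64 to 0.73, and below them for the ATF4 stress response, at -0.71 to -0.62.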

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

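Several of the corrections were chosen after the data were seen, namely those for GC content, alone, with the replicate block, and together with gene length; the other alternatives were chosen before the data were examined. Of the 1159 genes higher and 870 lower after acetate, the lower ones depended more on the processing. They numbered 375 with library totals alone, 282 with limma-trend on log2(FPKM + 1) and 272 with log2(FPKM + 0.1), where the scaling moves all genes towards acetate. With a minimum mean FPKM of 1 the counts were 991 changed, 749 higher and 242 lower, over 10806 genes tested. Tests against a fold change of 1.2 gave 1211 changed and 417 lower, and against 1.5 they gave 406 changed, 354 higher and 52 lower, as a stricter null allows fewer. DESeq2 size factors in the edgeR fit gave 2004 genes, of which 1965 were among the 2029 in the same direction, and the DESeq2 Wald test 2363, with 2028 shared. Without a filter beyond 1 count there were 2164, with a mean of at least 5 CPM 1535, and among protein-coding genes alone 2012. Correction for gene length gave 2208 genes with 1934 shared, for GC content 2423 with 1791 shared, and for both 2458 with 1736 shared.

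In the 6 fits that each left out one library, the changed genes ran from 940 (without acetate replicate 1) to 3147 (without control replicate 1), the higher ones from 647 to 1638 and the lower ones from 289 (without control replicate 2) to 1509 (without control replicate 1). The genes past the threshold on the list fixed in advance ran from 3 to 7, and adjusted over the list alone from 3 to 7. Losing a library removes power, so that a lower count has a cause in the construction; the rise without control replicate 1 goes against that, and that library lies apart from the other controls.

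Whether the replicate numbers pair the samples is not known. Deviations from the group means correlated at 0.164, 0.0786 and -0.125 for numbers 1 to 3. With 3 libraries per group these values neither show nor exclude a pairing. A fit with the replicate number as a block gave 2488 genes, with gene-length correction 2753, and with GC correction 1886.

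Of 12 sets, the ATF4 stress response and the interferon response kept their direction and stayed past the threshold under each alternative run. In the fry test G2/M phase (0.0825) and oxidative phosphorylation (0.103) lost the call and the osmotic response (0.00423) and p53 targets (0.0183) gained one. With an estimated correlation S phase (0.190), G2/M phase (0.348), cholesterol synthesis (0.0874) and oxidative phosphorylation (0.403) lost it. Their estimates, in that order, were 0.1329, 0.0800, 0.0233 and 0.2665, all above the preset 0.01. The sets that held had 0.0117 (interferon response) and -0.0166 (ATF4 stress response). The adjusted p of the ATF4 set still went from 9.46e-10 to 0.0209, so a higher correlation is not the only cause. Other causes were not tested. Leaving out one library, G2/M phase ranged from 0.00126 to 0.0646 (without acetate replicate 1), the quiescence-associated set from 0.0373 (without acetate replicate 3) to 0.387, and immediate early genes from 0.0373 (without acetate replicate 3) to 0.473. The quiescence-associated set was also past the threshold without a filter beyond 1 count (0.0410), and immediate early genes with a minimum mean FPKM of 1 (0.0451); the cause was not tested. Sets with no call changed direction in places, with adjusted p of 0.787 or more. Acetyl-CoA and fatty acid synthesis did so in the 3 FPKM fits (0.907, 0.922 and 0.787). It also did so without control replicate 1 (0.927) and without acetate replicate 2 (0.889). Hypoxia and glycolysis did so at a mean of at least 5 CPM (0.999) and without control replicate 3 (0.995). The p53 targets did so without control replicate 3 (0.995). Across all fits without one library, in either direction, adjusted p ran from 0.713 to 0.927 for acetyl-CoA and fatty acid synthesis. It ran from 0.334 to 0.995 for hypoxia and glycolysis and from 0.640 to 0.995 for p53 targets.

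Among single named genes, 401 of 426 values under alternatives other than leaving out a library kept direction and side of the threshold, 8 lost a call, 13 gained one and 4 changed sign. The changes of sign were CCND1 in the 3 FPKM fits (0.0563, 0.0570 and 0.0563, against -0.10) and CCNE1 with the GC and length corrections together (0.00671, against -0.20), neither past the threshold. In the fits without one library, 173 of 186 were kept, 5 lost a call, 3 gained one and 5 changed sign: ACSS2 ranged from -0.0574 to 0.265, CCND1 from -0.227 to 0.0763 and RBL2 from -0.00352 to 0.202. Under alternatives other than leaving out a library, the lost calls were those of TOP2A in the fits with a GC correction (adjusted p 0.0727 to 0.0984) and in the 3 FPKM fits (0.0584 to 0.0654), of SNHG12 with a minimum mean FPKM of 1 (0.0756) and of SNHG1 in the block with gene-length correction (0.0539). The gained calls were those of MYC in several fits, among them library totals (adjusted p 0.0165) and GC correction (0.0197), of E2F1 with the block alone (0.0460) and in the 3 fits with a GC correction (0.00805 to 0.0130), though not in the block with gene-length correction, and of NFATC4 with both corrections (0.0417). The 3 calls gained on leaving out a library were all in the fit without control replicate 1, those of RCAN1 (0.0311), CDKN1C (0.0371) and MYC (0.0245). The cause of these changes was not tested. Depth limits the low genes, such as FST, with 0 to 20 counts per control library.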

Other observations

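The tests of length and GC content in the G2/M set were chosen after the results were seen. So were those of the mitochondrial, small nucleolar RNA host and PSG patterns. The tests of GC content and length on the count of changed genes were too, though the length correction itself had been planned. The splits of the samples and the test on control replicate 1 were fixed before their results were seen. The test on control replicate 1 was first read as excluding GC content and length. That reading was changed to undecided after the share over genes with a mean of at least 500 counts was seen.

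Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p under 0.05, the real one with 2029. Each of the 9 others gave 0, with 42 to 1735 genes at an unadjusted p under 0.05 against 4178 in the real split. For the list fixed in advance, 1 of the 10 splits gave 4 genes or more, again the real one. For the sets, 3 of the 10 splits gave as many past the threshold. Set by set, the real split had the smallest p of the 10 for S phase, cholesterol synthesis, the ATF4 stress response and the interferon response, while 5 of the 10 splits had a p as small for G2/M phase and 3 for oxidative phosphorylation. With 10 splits no share can fall under 0.1, so chance and the treatment cannot be told apart by this count. Trends with transcript GC content or gene length differed between libraries, with rank correlations across genes between a library's deviations and GC content from -0.267 in control replicate 3 to 0.448 in acetate replicate 1. After the GC trend was removed, 1791 of the 2029 genes stayed past the threshold in the same direction, and after the length trend 1934, which argues against either trend as the source of most calls.

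Control replicate 1 lies apart from the other controls. In it 1433 of 14740 genes differed more than 2-fold from the mean of the other two controls, against 613 to 785 in each of the other 5 libraries measured the same way. GC content and length explained 6.96% of the variance of that difference over all genes and 32.3% over the 5203 genes with a mean of at least 500 counts. The same measure over all genes gave 24.2% for acetate replicate 1 against the other acetate libraries. How far these trends set the library apart cannot be told apart from other differences with 1 library. No biological explanation was tested, since the labels give none within the control group.

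Mitochondrial mRNA was lower after acetate. The 13 mRNAs took 4.30% ± 0.838 of the counts in controls and 2.35% ± 0.524 after acetate (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). All 13 had a lower fitted level, 9 with an edgeR adjusted p under 0.05, with a median log2 change of -0.99. The median stayed at -0.90 after the GC trend was removed and at -0.77 with GC and length corrected together, beyond the 0.365 SD between libraries. The fall was uneven, with medians relative to the control mean of -0.723, -1.49 and -0.646 in acetate replicates 1 to 3. Control replicate 1 lay at -0.283. Without acetate replicate 2 the median log2 change was -0.71. Reads passing to nuclear copies of mitochondrial genes would have left the sum of both in place, but that sum fell by 0.98 on the log2 scale. A change in mitochondrial transcripts with acetate is thus a hypothesis that remains open, beside differences in RNA quality or library preparation between the groups, which these tables do not measure.

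RNA of small nucleolar RNA host genes was lower after acetate. The list holds the 18 tested SNHG genes with GAS5, ZFAS1, EPB41L4A-AS1 and TAF1D. All 22 had a lower fitted level, 11 with an edgeR adjusted p under 0.05, and the median log2 change was -0.90. It was -0.78 with the GC correction and -0.89 with the length correction, beyond the 0.235 SD between libraries, and -0.51 in limma-trend on log2(FPKM + 1). Control replicate 1, at -0.36 relative to the control mean, lay towards the acetate libraries, at -0.91 to -0.76, and without it the median was -1.05. Many such RNAs are degraded by nonsense-mediated decay, so more active decay may lower them. The mRNAs of 10 decay factors, several of which decay itself limits, had a median log2 change of -0.24. It was smaller in size without acetate replicate 3 (-0.14), with library totals alone (-0.14), with the GC correction (-0.13) and in limma-trend on log2(FPKM + 1) (-0.08). Of the 10, 4 were higher and 6 lower, UPF2 rose by 1.62 and SMG9 changed by -0.59, and a rotation test of the list (fry in limma) gave an unadjusted p of 0.102. Whether decay changed cannot be told apart from lower transcription on these values.

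The G2/M genes moved apart with their length and GC content. Over the 54 genes the log2 change rose with gene length (Spearman's rho 0.532, permutation p = 6e-05, adjusted over 2 relations 6e-05) and fell with transcript GC content (rho -0.698, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 2e-05). These relations are across genes, which are not independent replicates. The first test, set before its result was seen, read such a relation as the mark of a length or GC bias between libraries, and by that reading both biases were the cause. It was replaced once the relations had been found, because a response that follows length would give them too, and the replacements came out the other way. Random sets of tested genes matched on length and expression had a median rho of 0.116, and 0.01% of 10000 reached that of the set. Sets matched on GC content and expression had a median rho with GC content of -0.252, and 0% of 10000 reached that of the set, which allows up to 0.03%. After removal of the length trend the rho with length was 0.467, after removal of the GC trend that with GC content was -0.622, and with both removed they were 0.422 and -0.603. Across the fits that each left out one library they ran from 0.471 to 0.570 and from -0.752 to -0.599. A bias that acts alike on all genes of a given length or GC content therefore accounts for part of the relation at most. Genes of the set are regulated together, which random sets do not copy, so the shares understate chance. A bias that acts on this set, such as one on transcript ends or 3′ untranslated regions, was not tested, and the pattern may be technical, biological or both.

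The PSG genes rose together. All 8 family members tested were higher with an edgeR adjusted p under 0.05, from 1.26 for PSG4 to 4.48 for PSG7 on the log2 scale. Reads moving between paralogs would leave the family's sum in place, but the summed CPM of 10 members rose by 2.74 on the log2 scale, against an SD of 0.112 between libraries. How much each member contributes is uncertain. The higher RNA level of the family is measured in these libraries; what brought it about was not tested.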
